A study of Mus musculus with 7 samples. Its data were reported in "A defect in mitochondrial protein translation influences mitonuclear communication in the heart" (2023).

How the data were processed

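Ventricular RNA was sequenced from 7 Mrps5 cKO mouse hearts, 3 injected with AAV9-Luci and 4 injected with AAV9-Klf15. Mrps5 encodes a protein of the small subunit of the mitochondrial ribosome, and in Mrps5 cKO mice it is deleted in cardiomyocytes by a tamoxifen-activated Cre recombinase. AAV9-Klf15 is an adeno-associated virus that carries the transcription factor Klf15, and AAV9-Luci carries luciferase as the control. According to the labels, mice received tamoxifen at 45 mg per kg per day for 5 days from 8 weeks of age, and hearts were taken 14 weeks after tamoxifen and 7 weeks after the virus.

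The deposited table held FPKM (fragments per kilobase of gene, scaled for library size) for 54532 genes, with a column for each heart, and no per-sample column was left unmapped. To make the FPKM values, the authors selected poly-A RNA, sequenced paired ends, removed reads with adapters or low quality, aligned with Hisat2, counted reads per gene with FeatureCounts and divided by gene length and depth. The authors tested the genes with DESeq2. The gene length given by the authors is in bases. The build was not stated per the labels. Of the genes in the table, 54409 were also in GENCODE M21 on GRCm38, and 98.3% of those had the same chromosome, start and end there, so coordinates are given as in the table, on GRCm38.

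FPKM multiplied by gene length was a whole multiple of a single step in each heart for 100% of values, so whole reads were recovered for each gene. Between 17878881 and 22681567 reads were recovered per heart. The denominator implied by the step was not the read total: reads divided by denominator ranged from 0.834 to 1.12. It followed median-of-ratios size factors, computed here from the recovered reads, with a ratio of 0.989 to 1.003 across hearts, so the deposited FPKM already carried a scaling of each library. A count test was not the main test because the unit is FPKM.

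The main test was limma (version 3.58.1, R 4.3.3) with a trended prior on log2(FPKM + 1), over the 13462 genes with a mean FPKM of at least 0.5 across the 7 hearts, with Benjamini-Hochberg adjustment. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The model held the group alone. Scores for 12 gene sets were the mean of log2(FPKM + 1) over set members with a mean FPKM of at least 1. Set scores and the share of the 13 mitochondrially encoded mRNAs were compared by a two-sided exact permutation test on the absolute difference between group means over all 35 splits of 7 hearts into 3 and 4, whose smallest possible p is 0.0286. Set p-values were adjusted over the 12 sets. Study-named genes under the FPKM filter were compared by the same exact test, and 2 of the study-named genes are not reported here. Computations outside R used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

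The groups, the tests, the gene sets, the rule for named genes and a first list of alternatives were chosen before the data were examined. Genes were named by 3 criteria: the 31 genes named by the study for this or another comparison, the 5 genes with the largest change in each direction at an adjusted p under 0.05, and set members at an adjusted p under 0.05. Where fewer than 5 passed in a direction, protein-coding genes with a mean FPKM of at least 1, groups that did not overlap and the lowest unadjusted p in that direction were named up to 5. The rule did not say whether these added genes had to meet the first 3 conditions, and requiring them was a choice made in applying it. Without them, the lower genes would begin with Gm22888 and Gm10563 (limma, adjusted p 0.557 for both). The alternatives were other pseudocounts and filters, a median-of-ratios scaling, removal of the mitochondrially encoded genes, the replicate number as a block, limma camera for the sets, and each heart left out in turn. After the data were seen, sex as a covariate, limma voom on the recovered reads, the scaling by the authors undone and the share of recovered reads were added. The replicate numbers come from the titles in the labels, and the hearts that share a number are different mice. AAV9-Klf15 replicate 4 has no partner and formed a block of its own, so it carries no weight in the block differences, which equal the differences without that heart.

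The limma script was tested on simulated data with 200 genes changed 2-fold among 13493 genes in 3 against 4 samples: 137 of them, or 68.5%, reached an adjusted p under 0.05, as did 12 unchanged genes. With no change simulated, 619 genes, or 4.59%, had an unadjusted p under 0.05, and 2 genes had an adjusted p under 0.05. The dispersion was fixed at 0.0304 in the simulation, which need not match the spread between these hearts. The simulation therefore checks the script alone, and the 68.5% is not an estimate of power for the real comparison. The exact test was tested on 500 simulated scores with a shift of 3 SD, of which 64.8% gave a p under 0.05, and on 500 with no shift, of which 2.6% did.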

Results

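To ask what added Klf15 changes in hearts that lack Mrps5 in cardiomyocytes, 3 AAV9-Luci hearts were compared with 4 AAV9-Klf15 hearts, all Mrps5 cKO. The reads recovered from the FPKM table numbered 22072367, 22681567 and 19447195 for AAV9-Luci replicates 1 to 3. They numbered 18241743, 19495321, 20215485 and 17878881 for AAV9-Klf15 replicates 1 to 4. Between 11023 and 11472 genes per heart had an FPKM of at least 1. Across the 11445 genes with a mean FPKM of at least 1, the correlation of log2(FPKM + 1) was 0.970 to 0.983 within AAV9-Luci, 0.939 to 0.966 within AAV9-Klf15 and 0.952 to 0.973 between the groups. The first principal component carried 31.2% of the variance and set AAV9-Klf15 replicate 1 (39.2) apart from the other hearts (-21.6 to 8.11). The groups overlapped on the first and the second component.

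The labels do not give the sex of the mice, and the study reports the use of males alone, which the values of these hearts do not match. Y-linked genes summed to 49.6 and 53.9 FPKM in AAV9-Luci replicates 1 and 2 and to 52.2 FPKM in AAV9-Klf15 replicate 4, where Xist was at most 0.0350 FPKM. In AAV9-Luci replicate 3 and AAV9-Klf15 replicates 1 to 3, Y-linked genes summed to at most 0.00991 FPKM and Xist lay between 15.7 and 34.2 FPKM. By expression, AAV9-Luci thus held 2 male hearts and 1 female heart, and AAV9-Klf15 held 1 male heart and 3 female hearts. The sex named below is that by expression, and these values do not tell why it differs from the sex the study reports. Values within each sex are given for Klf15, the sets and the mitochondrial share, and each rests on a single heart in 1 of the 2 groups, so no test can be made within a sex.

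The targeted genes were examined first. Klf15 (ENSMUSG00000030087; chromosome 6, 90462576 to 90475238) was at 5.77, 5.62 and 7.43 FPKM in AAV9-Luci hearts and at 15.5, 9.0, 8.78 and 12.8 FPKM in AAV9-Klf15 hearts. The means were 6.27 ± 1.00 FPKM (SD, n = 3) and 11.5 ± 3.25 FPKM (SD, n = 4), and the groups did not overlap. The log2 fold change by limma was 0.76 ± 0.21 (SE), with an unadjusted p of 0.00653 and an adjusted p of 0.995 over all genes, so the increase did not pass the threshold across the transcriptome. Adjusted over the study-named genes alone, limma gave a p of 0.0838. The ratio of AAV9-Klf15 to AAV9-Luci was 1.495 in female hearts and 2.25 in male hearts. With the replicate number as a block, the log2 fold change of Klf15 was 0.70. Same-numbered hearts deviated from their group means with a mean correlation of -0.240, against 0.0816 for different-numbered hearts. The log2 fold change of Klf15 moved most when the scaling by the authors was undone (0.88) and when AAV9-Klf15 replicate 1 was left out (0.61). Gene-level FPKM does not separate reads of the viral Klf15 from those of the mouse gene.

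Mrps5 (chromosome 2, 127587222 to 127606829) was between 1.29 and 1.81 FPKM in every heart. The means were 1.64 ± 0.258 FPKM (SD, n = 3) in AAV9-Luci and 1.39 ± 0.126 FPKM (SD, n = 4) in AAV9-Klf15, and the log2 fold change of -0.14 ± 0.12 (SE) was within the spread between hearts (limma, adjusted p 0.995). The log2 fold change with the block was -0.13. Hearts without the deletion were not analysed here.

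**Figure D1:**
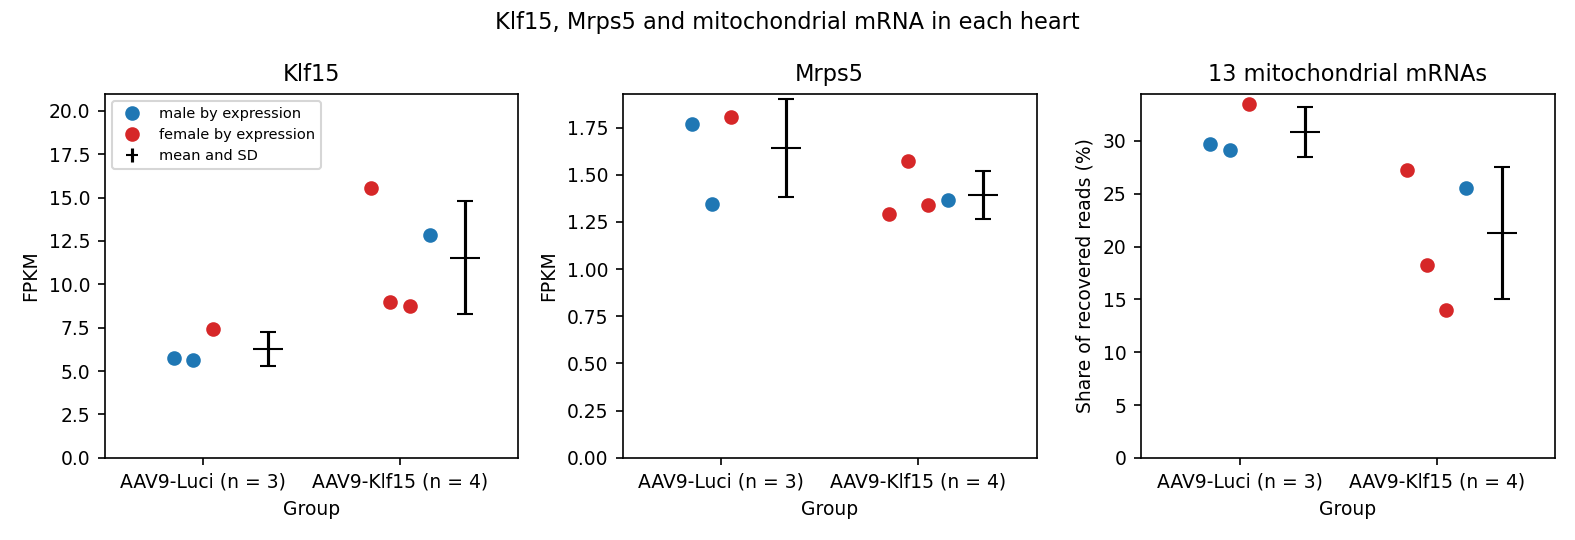
FPKM of Klf15, FPKM of Mrps5 and the share of recovered reads on the 13 mitochondrial mRNAs (%) in each heart, with the group mean and SD beside the points and colours for sex by expression. Klf15 was higher in each of the 4 AAV9-Klf15 hearts (8.78 to 15.5 FPKM) than in any AAV9-Luci heart (5.62 to 7.43 FPKM), Mrps5 overlapped between the groups, and the mitochondrial share was 29.1% to 33.5% in AAV9-Luci and 13.9% to 27.3% in AAV9-Klf15.

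To find which genes respond to Klf15 in Mrps5 cKO hearts, the groups were compared over 13462 genes with limma. At an adjusted p under 0.05, 0 genes differed, and the smallest adjusted p was 0.557. At an unadjusted p under 0.05, 562 genes differed, 310 higher and 252 lower in AAV9-Klf15, where 5% of the genes tested is 673.1 genes. The groups did not overlap in FPKM for 817 genes, or 6.07%, where 5.71% is the share chance gives with 3 against 4 hearts. Under the block design, where the same-numbered correlation was -0.240, 0 genes had an adjusted p under 0.05 and 390 had an unadjusted p under 0.05, 177 higher and 213 lower. The count moved most with no filter on low values, to 1286 genes at an unadjusted p under 0.05 among 29234 tested, with 0 at an adjusted p under 0.05. Undoing the scaling by the authors widened the excess of higher calls, to 658 higher and 100 lower. Splitting the 7 hearts into 3 and 4 in each of the 35 possible ways gave between 154 and 1554 genes at an unadjusted p under 0.05, with a median of 627.

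**Figure D2:**
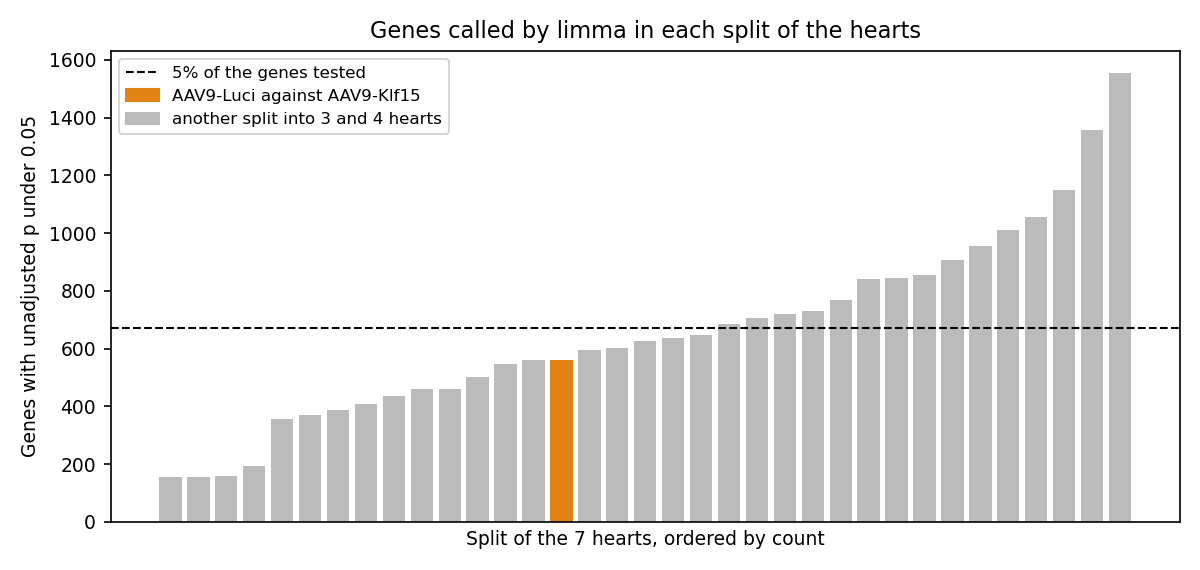
Number of genes with an unadjusted p under 0.05 by limma (bars, from 0) for each of the 35 splits of the 7 hearts into 3 and 4, ordered by count, with a dashed line at 5% of the genes tested. The split into AAV9-Luci and AAV9-Klf15 gave 562 genes, below the median of 627 and below the dashed line at 673.1.

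The genes named by lowest p did not pass the adjustment. Among protein-coding genes with a mean FPKM of at least 1 and groups that did not overlap, the lowest p among higher genes was that of Per1 (chromosome 11, 69095217 to 69109960), which rose from 3.02 ± 0.879 FPKM (SD, n = 3) to 9.60 ± 2.78 FPKM (SD, n = 4), a log2 fold change of 1.38 ± 0.24 (SE; limma, adjusted p 0.995). It was followed by Timp3, Herpud1, Thrsp and Entpd1, with log2 fold changes of 0.81, 0.69, 0.75 and 0.75. The lowest p among lower genes was that of Snrpe (chromosome 1, 133603871 to 133610291), at 17.97 ± 2.52 FPKM (SD, n = 3) against 8.87 ± 1.22 FPKM (SD, n = 4), a log2 fold change of -0.94 ± 0.15 (SE; limma, adjusted p 0.995). Slc40a1, Pkia, Nts and Asb5 followed, with log2 fold changes of -0.53, -0.68, -0.67 and -0.80. The Snrpe value is uncertain, because a retrotransposed copy of the gene, Snrpert, is also in the table and reads of the copies can be split in counting. The direction of each of these 10 genes was the same with the replicate block and with sex as a covariate. These genes were chosen for groups that did not overlap, so neither fit could reverse them, and this shows no stability.

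Of the 31 study-named genes, 27 were above the FPKM filter. Adjusted over all genes, 0 of them had an adjusted p under 0.05, and adjusted over the list alone it was 0 as well, while 10 had an unadjusted p under 0.05. The list was drawn by the study in part from these hearts and in part from other comparisons, so the count over the list shows no stability. Besides Klf15, those 10 were Aldh1b1, Pck2, Aldh2, Eno1b, Glul, Adh1 and Bcat2, which were higher in AAV9-Klf15, with log2 fold changes of 0.63, 0.67, 0.47, 0.66, 0.44, 0.77 and 0.37, and Angpt1 and mt-Nd3, which were lower, at -0.79 and -0.99. By limma with the replicate block, Glul and Bcat2 were no longer at a p under 0.05 (0.113 and 0.0609). By limma with sex as a covariate, Pck2, Aldh2 and Bcat2 were not (0.0514, 0.0696 and 0.159). Outside the 10, Ppm1k came under 0.05 by limma with sex as a covariate (p 0.0431, log2 fold change -0.58). Eno1b is uncertain, because it is a near copy of Eno1. The genes used as markers of hypertrophy and fibrosis differed by less than the spread between hearts: the log2 fold changes were -0.03 ± 0.31 (SE) for Nppa, 0.22 ± 0.36 (SE) for Nppb, 0.19 ± 0.22 (SE) for Myh7, -0.08 ± 0.25 (SE) for Acta1 and -0.28 ± 0.68 (SE) for Col1a1. Nppa, Nppb and Acta1 changed sign with the replicate block, where AAV9-Klf15 replicate 4 has no partner, so the change of sign is the same as that of leaving this heart out. Genes of branched-chain amino acid catabolism other than Bcat2 (Bckdha, Bckdhb, Ppm1k, Pcca and Pccb) had unadjusted p-values of 0.0743 to 0.852 by limma with the group alone.

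Adra1a and Enpp2 were under the FPKM filter and were compared by the exact permutation test. They differed by 0.01 and -0.13 on the log2(FPKM + 1) scale (exact permutation test, two-sided, p 0.857 and 0.457, where the smallest possible is 0.0286), within the spread between hearts. Blocked by replicate number, the differences were -0.04 and -0.18.

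Sets of genes were compared next, to ask whether the pathways the study examined moved between the groups. None of the 12 sets had an adjusted p under 0.05 by the exact permutation test, and 2 had an unadjusted p under 0.05, which is the smallest the design allows (0.0286). At that smallest p, at least 7 of the 12 sets would have to reach it for any to pass the adjustment, so the design nearly fixed the adjusted result. These were core glycolysis, higher by 0.13 in AAV9-Klf15 (6.84 ± 0.0330, SD, n = 4, against 6.71 ± 0.0793, SD, n = 3), and the overlapping set of glycolysis and gluconeogenesis, higher by 0.14 (5.21 ± 0.0418, SD, n = 4, against 5.07 ± 0.0662, SD, n = 3). The exact permutation p adjusted over the 12 sets was 0.171 for both. Core glycolysis was higher in all 4 AAV9-Klf15 hearts than in any AAV9-Luci heart, by 0.03 within female hearts and by 0.22 within male hearts, and the overlapping set by 0.06 and 0.21. With the replicate block the differences were 0.11 and 0.13.

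The mitochondrially encoded OXPHOS set of 13 mRNAs was lower by -0.95 on the log2 scale in AAV9-Klf15 (12.2 ± 0.727, SD, n = 4, against 13.1 ± 0.249, SD, n = 3), with all 13 genes lower, and the exact permutation p was 0.114, or 0.411 adjusted. The difference was -1.38 within female hearts, -0.32 within male hearts and -1.11 with the replicate block. The nuclear-encoded OXPHOS set, with 66 of 78 genes lower, differed by -0.16 (exact permutation p 0.457), by -0.42 within female hearts and by 0.14 within male hearts, so its direction was not shared by the sexes. Blocked by replicate number, it differed by -0.22. Branched-chain amino acid catabolism differed by -0.03 (exact permutation p 0.800) and by -0.08 with the block, within the spread between hearts. It differed by -0.26 within female hearts and by 0.23 within male hearts, so its direction was not shared by the sexes. The sets for ER protein processing and for amino acid synthesis and mitochondrial stress response were higher by 0.21 and 0.48, with 42 of 51 and 32 of 33 genes higher, and each had an exact permutation p of 0.171. With the replicate block these were 0.16 and 0.34, and they were 0.23 and 0.53 within female hearts and 0.33 and 0.78 within male hearts. PPAR targets and fatty acid oxidation, hypertrophy markers, fibrosis and extracellular matrix, and cardiac muscle contraction differed by between -0.07 and 0.05, each within the spread between hearts (exact permutation p 0.629 to 0.886). In that order they differed by -0.19, 0.06, 0.74 and -0.22 within female hearts and by 0.30, -0.02, -0.28 and 0.11 within male hearts, so the sexes did not share a direction in these 4 sets. The renin-angiotensin set differed by -0.15 (exact permutation p 0.400), by -0.08 within female hearts and by -0.13 within male hearts.

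**Figure D3:**
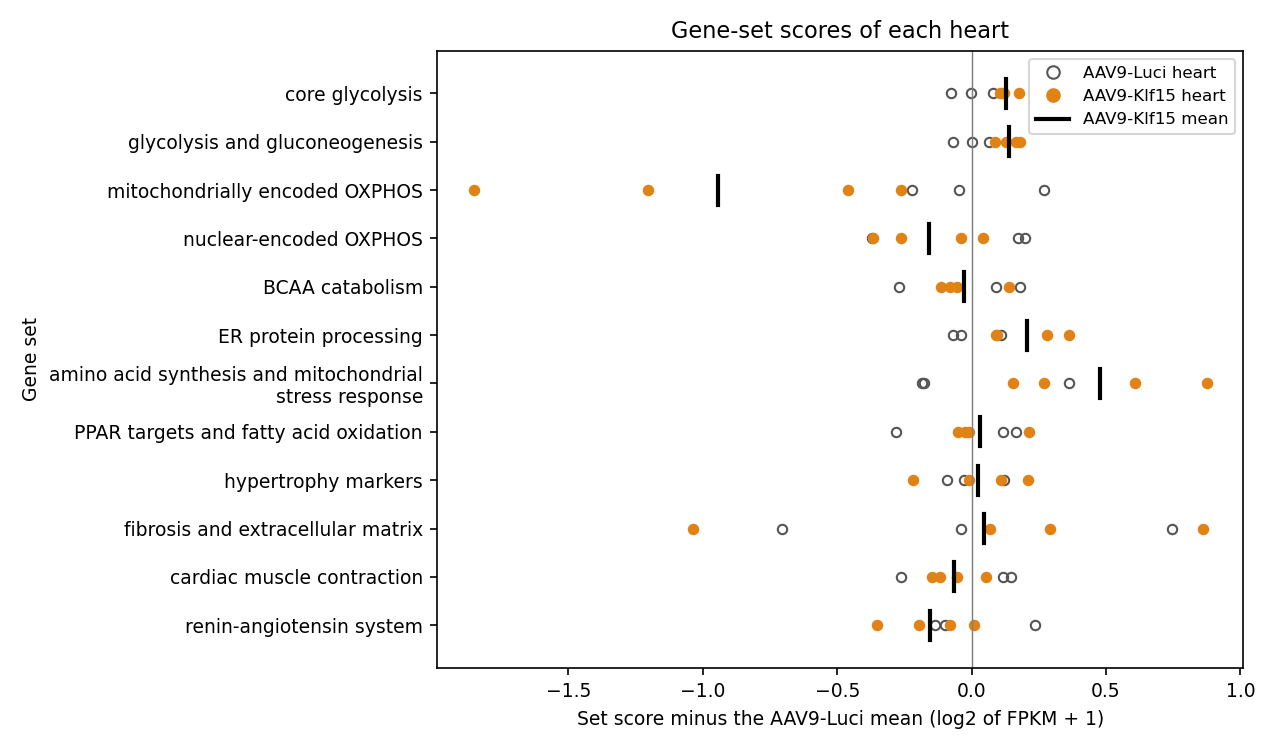
Score of each heart in the 12 gene sets, as the mean of log2(FPKM + 1) minus the AAV9-Luci mean (x axis, log2 scale), with open points for AAV9-Luci hearts, filled points for AAV9-Klf15 hearts and a bar at the AAV9-Klf15 mean. The AAV9-Klf15 hearts lie above all AAV9-Luci hearts in the 2 glycolysis sets, by a mean of 0.13 and 0.14, and spread widely in the mitochondrially encoded set, where the mean difference is -0.95.

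The 13 mitochondrially encoded mRNAs took 48.01% ± 2.52 (SD, n = 3) of the summed FPKM in AAV9-Luci and 36.4% ± 8.76 (SD, n = 4) in AAV9-Klf15, a difference of -11.6 percentage points (exact permutation test, two-sided, p = 0.0857). The AAV9-Klf15 hearts were at 44.9%, 34.1%, 25.2% and 41.6%, and the AAV9-Luci hearts were at 46.3%, 46.8% and 50.9%, so the groups did not overlap. The difference was -16.2 points within female hearts, -5.01 points within male hearts and -13.3 points with the replicate block. It moved most among the alternatives when AAV9-Klf15 replicate 3 was left out, to -7.81 points. As a share of the recovered reads, it was 30.8% ± 2.37 (SD, n = 3) against 21.2% ± 6.24 (SD, n = 4), with an exact permutation p of 0.0857.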

Values the study reported

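For AAV9-Klf15 against AAV9-Luci in Mrps5 cKO hearts, the study reported 761 genes with changed expression. Of these it listed 421 as higher and 340 as lower with AAV9-Klf15.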

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

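The tests on sex for the AAV9-Klf15 hearts below were chosen only after the results were seen. A heart was set against the others of its group in the AAV9-Klf15 group of 4 alone, since a group of 3 is too small. Among 67 values examined, 3 stood apart, where chance gives about 3.35, so their number is what chance gives.

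In the Y-linked genes, AAV9-Klf15 replicate 4 scored 3.71 while the other 3 AAV9-Klf15 hearts scored at most 0.00474, a gap that is 0.999 of the range. Its Y-linked FPKM was 1.01 times the mean of the 2 male AAV9-Luci hearts, which is consistent with a male heart. By expression the group held hearts of both sexes, while the study reports males alone, and a mislabelled sample was not ruled out.

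In the PPAR targets and fatty acid oxidation set, AAV9-Klf15 replicate 4 scored 5.47 and the other hearts of its group 5.21 to 5.25, a gap that is 0.847 of the range. Male AAV9-Luci hearts scored -0.25 relative to the female AAV9-Luci heart, but this rests on a single female heart (5.42) and mostly on AAV9-Luci replicate 2 (4.98, with replicate 1 at 5.38), so it does not settle whether sex accounts for the pattern. With the scaling by the authors undone, the gap was 0.617 of the range and the heart no longer stood apart. Undoing it moves all genes of a heart alike (reads divided by denominator were 1.02, 0.882, 0.834 and 1.08 for AAV9-Klf15 replicates 1 to 4), so this is not specific to the PPAR set, and whether that scaling accounts for the pattern is left open.

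In the mast cell markers, AAV9-Klf15 replicate 3 scored 1.13 and the other hearts of its group 1.36 to 1.39, a gap that is 0.880 of the range. With a pseudocount of 0.1 the gap was 0.796 of the range and the heart no longer stood apart, so low values and the pseudocount may account for it. No biological explanation was tested, since the labels give no difference within the group.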

How the results depend on the processing

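No test in this part was chosen after its result was seen, apart from the alternatives named in the methods as added after the data were seen. The count test on deposited counts was not run, because the table holds FPKM. The recovered reads were tested gene by gene with limma voom alone, and DESeq2 was not run on them. Removing the mitochondrially encoded genes leaves no mitochondrially encoded set to score. Median-of-ratios scaling hardly moved any result, since the deposited FPKM already followed such factors, and it shows no stability.

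The number of genes with an adjusted p under 0.05 was 0 under each planned and added alternative with all 7 hearts. It ranged from 0 to 1 gene across the 7 fits that each left out 1 heart. The 1 gene was Rpl34, without AAV9-Luci replicate 1, named after its values were seen. The number at an unadjusted p under 0.05 was 1286 with no filter (489 higher and 797 lower, against 310 and 252), 260 with a mean FPKM of at least 5 (191 higher and 69 lower), and from 242 to 770 across the 7 fits that left out 1 heart. Under the other alternatives it was between 390 (replicate block) and 758 (scaling undone). Limma voom on the recovered reads gave 538, of which 446 were the same genes, and sex as a covariate gave 533. Undoing the scaling by the authors moved the median log2 fold change of all genes from 0.02 to 0.12, so changes under that setting are relative to that shift. The cause of the other changes was not tested.

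Limma camera, which tests a set against all other genes, put 6 of the 12 sets past an adjusted p of 0.05 with the same differences as above: core glycolysis (0.13, p 0.00720), glycolysis and gluconeogenesis (0.14, p 0.00114), mitochondrially encoded OXPHOS (-0.95, p 8.33e-14), nuclear-encoded OXPHOS (-0.16, p 1.16e-07), ER protein processing (0.21, p 9.90e-08) and amino acid synthesis and mitochondrial stress response (0.48, p 8.33e-14). The exact test put 0 of these past an adjusted p of 0.05, which its smallest p nearly rules out, and 2 past an unadjusted p of 0.05, and the splits of the hearts that bear on camera are under the other observations.

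These 6 sets kept their direction under each alternative run on them. The groups did not overlap in the 2 glycolysis sets and the mitochondrially encoded set. There the replicate block, sex as a covariate and leaving out 1 heart could not reverse the direction. The size of the nuclear-encoded OXPHOS difference (-0.16) did not hold. It was -0.016 with the scaling undone, before the shift of all genes is allowed for. Leaving out 1 heart, it ranged from -0.34 (without AAV9-Luci replicate 2) to -0.058 (without AAV9-Luci replicate 3). The adjusted exact p of the 2 glycolysis sets rose from 0.171 to 0.314 for both with the mitochondrially encoded genes left out. It rose to 0.724 and 0.411 with the median over genes, and to 0.206 for core glycolysis with the scaling undone. Undoing the scaling lowered it from 0.411 to 0.171 for mitochondrially encoded OXPHOS, ER protein processing and amino acid synthesis and mitochondrial stress response. It raised it from 0.784 to 0.971 for nuclear-encoded OXPHOS. For amino acid synthesis and mitochondrial stress response, the adjusted exact p was 0.343 with the median over genes. It was 0.471 with the mitochondrially encoded genes left out. Of the other sets, branched-chain amino acid catabolism reversed with the median over genes (0.18) and with the scaling undone (0.10, below the shift of all genes), hypertrophy markers reversed with the median over genes (-0.062), cardiac muscle contraction reversed with the scaling undone (0.071, also below that shift), and PPAR targets reversed with the replicate block (-0.028). Across the 7 ways to leave out 1 heart, the differences ranged from -0.165 to 0.061 for branched-chain amino acid catabolism, -0.11 to 0.11 for PPAR targets, -0.040 to 0.103 for hypertrophy markers, -0.31 to 0.42 for fibrosis and extracellular matrix, and -0.20 to 0.0073 for cardiac muscle contraction. The renin-angiotensin set kept its direction there, from -0.22 to -0.038. The cause of the other reversals was not tested. The mitochondrial share kept its direction, from -14.4 to -7.81 points. Its groups did not overlap, so leaving out a heart could not reverse it. With a heart left out the exact tests cannot be set against 0.05 for every fit, so these are values with no test.

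Klf15 kept its direction, from 0.61 to 0.88, and so did Mrps5, from -0.22 to -0.05. The Klf15 groups did not overlap, so the block, sex as a covariate and leaving out 1 heart could not reverse Klf15. With the replicate block, the log2 fold change reversed for Nppb (-0.032), Pik3r1 (0.029), Acta1 (0.067), Nppa (0.11) and the low gene Adra1a (-0.042), as it did without AAV9-Klf15 replicate 4, which the block leaves without a partner. With the scaling undone it reversed for Pik3r1 (0.030), Acta1 (0.059), Pcca (0.10) and Nppa (0.12), each at or below the shift of all genes. Leaving out 1 heart, the values ranged from -0.012 to 0.37 for Bckdha, -0.032 to 0.50 for Nppb, -0.17 to 0.029 for Pik3r1, -0.72 to 0.27 for Col1a1, -0.29 to 0.067 for Acta1, -0.13 to 0.064 for Pcca, -0.27 to 0.11 for Nppa and -0.076 to 0.078 for Adra1a. The other named genes kept their direction under each alternative run on them, which was partly fixed in advance where the groups did not overlap. At 17878881 to 22681567 reads per heart, the depth limits Adra1a and Enpp2, which rest on at most 80 and 88 reads in a heart.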

Other observations

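The comparison of sex with other marks, the opposed clock genes and the Rpl34 copies were tests chosen only after the result was seen, and the glucocorticoid and liver lists and the splits for limma camera and the study-named genes were chosen after the pattern they address was seen. The number of genes with an adjusted p under 0.05 here was 0, with 562 at an unadjusted p under 0.05. That is lower than the number of changed genes quoted from the study above. The methods of the study name an adjusted p under 0.05 by DESeq2, while its figure legend for these genes names an unpaired t-test. Which of them gave the number of the study is not clear, and DESeq2 was not run on the recovered reads, so the gap between the counts is left unexplained.

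The number of genes was set against other splits of the same hearts. All 35 splits gave at least 0 genes at an adjusted p under 0.05, as they must, and 6 of them gave 1 or more. For the unadjusted count, 21 of the 35 splits gave at least 562 genes. Among the 8 splits that part the same-numbered hearts, as the real one does, 8 gave as many, and 8 splits are too few for a share under 0.05. The other 27 splits put hearts of the same number on the same side. The split by sex gave 5 genes at an adjusted p under 0.05 and 435 at an unadjusted p under 0.05. In the fit with both, the 4 genes with an adjusted p under 0.05 for sex were Ddx3y, Eif2s3y, Uty and Xist, all on X or Y, named after their values were seen. These counts leave open that the 562 genes arose from the spread between hearts.

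For limma camera, 12 of the 35 splits put at least 6 sets past an adjusted p of 0.05, and the median split put 4 sets there. The camera p-values may therefore reflect genes of a set moving together from heart to heart rather than the virus. For the study-named genes, 1 of the 35 splits, the real one, had 10 or more at an unadjusted p under 0.05, and the median split had 2. The study chose these genes in part from the same hearts, so this count does not show a response.

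Several technical explanations for differences between the groups were weighed. With sex as a covariate, 296 of the 562 genes, or 52.7%, remained at an unadjusted p under 0.05. Of the 12 ways to mark 2 AAV9-Luci hearts and 1 AAV9-Klf15 heart, sex included, 9 kept as few genes (from 258 to 296), and the highest of the 12 was 366. The comparison was narrowed to these 12 marks after the counts for all marks were seen, because other shapes overlap differently with the groups. On this comparison, sex removed no more than other marks do. GC content correlated with the log2 fold change across genes at a rank correlation of 0.303, and 13 of the 35 splits gave a correlation as strong. For gene length it was 0.0823, and 24 of the 35 splits were as strong. Genes are not independent replicates, so these are compared over splits alone. Read totals were lower in AAV9-Klf15 by a mean of -2442519 reads (exact permutation p 0.143), so a difference in depth cannot be told apart from the group.

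Marker genes of other tissues and cells were scored by the exact permutation test, among 14 lists that also cover sex, the clock, glucocorticoids and mitochondrial ribosomal proteins, with the smallest p adjusted over them at 0.160. Mast cell markers were lower in AAV9-Klf15 by -0.60 in 4 of 4 hearts (exact p 0.0286, adjusted 0.160), largely from AAV9-Luci replicate 1 at 2.61. Adipose markers were higher by 0.62 in 4 of 4 hearts (exact p 0.0286, adjusted 0.160), but of the 2 genes above 1 FPKM 1 was higher and 1 lower, so the rise rests on 1 gene. The p was 0.714 for atrial markers, 0.457 for blood, 0.657 for leukocytes, 0.600 for liver (2 genes) and 0.429 for skeletal muscle (1 gene). These lists of atrial, blood, leukocyte, liver and skeletal muscle markers differed by less than the spread between hearts, while a different share of mast cells may contribute. In the blood list, that spread came largely from AAV9-Klf15 replicate 1, at 7.10 against 4.25 to 5.38 in the other hearts. This heart also stood apart on the first principal component, so more blood in it is not excluded. The renin-angiotensin set differed by -0.15, and with the mast cell genes left out by 0.065, so its direction rested on mast cell genes.

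Per1 had the lowest p among the higher genes, and Per1 follows both the clock and glucocorticoids. Clock output genes were higher by 0.24 (exact p 0.0571). The targets of BMAL1 rose against the activators Arntl and Clock by 0.74 (exact p 0.0857). A list of 15 glucocorticoid targets other than Per1 was higher by 0.48, with all 15 genes higher (exact p 0.0571, adjusted 0.160). Klf15 is also known to follow both, so its rise in these hearts could come in part from the time of harvest or from stress, which the data cannot tell apart from the virus. This is a hypothesis, and the labels analysed here give no harvest time. The study reports that it verified Klf15 expression in the heart after AAV9-Klf15, and it also blotted KLF15 protein. Those measurements were not examined here.

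With the scaling by the authors undone, the mitochondrially encoded set was still lower in AAV9-Klf15, by -0.80 on the log2 scale, so that scaling did not make the whole difference. The share of recovered reads differed by -9.55 points, but a share within a heart cannot be moved by the scaling of its library, so it tests nothing about that scaling. For RNA quality or capture, the mitochondrial rRNA was set over the mitochondrial mRNA. This ratio was higher by 0.60 on the log2 scale in AAV9-Klf15 (exact p 0.0571). Its denominator is the mitochondrial mRNA, whose lower level in AAV9-Klf15 raises the ratio by itself, so the ratio cannot decide on capture. An unequal capture of mitochondrial RNA may still underlie part of the pattern and cannot be told apart from an effect of Klf15.

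Rpl34 was at 73.4 FPKM in AAV9-Luci replicate 1 and at 2.88 and 2.93 FPKM in AAV9-Luci replicates 2 and 3, against 62.4 to 123 FPKM in AAV9-Klf15. The summed FPKM of the 2 pseudogenes named after Rpl34 differed the opposite way, by -2.01 on the log2 scale (exact p 0.114). The pseudogene Rpl34-ps1 was at 875 and 858 FPKM in AAV9-Luci replicates 2 and 3, where Rpl34 was lowest. It was at 57.9 and 92.7 FPKM in AAV9-Klf15 replicates 2 and 4, where Rpl34 was highest, and at 444 to 526 FPKM in the other hearts. Reads that move between near-identical copies, for instance with a strain variant that segregates in the colony, may explain these opposed levels. The test on group means cannot settle it, and no variant was examined.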
